A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Adaptation of iCLIP to plants determines the binding landscape of the clock-regulated RNA-binding protein AtGRP7" (2017).

How the data were processed

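The 6 samples were RIP-seq libraries from aerial tissue of Arabidopsis thaliana that carried AtGRP7::AtGRP7-GFP in the grp7-1 background, 3 fixed at LL24 and 3 at LL36. Time points and replicate numbers were taken from the sample titles. Per the labels, tissue was fixed with 1% formaldehyde for 15 min and quenched with 125 mM glycine, AtGRP7-GFP was recovered on GFP-Trap beads, beads were washed with 500 mM NaCl and 2 M urea, and libraries were made without poly(A) selection and sequenced as single-end reads of 100 nt. RNA that was not polyadenylated was therefore sequenced too.

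The authors trimmed the reads with Sickle 1.2 (minimum length 50, minimum quality 20), aligned them with STAR 2.5.2a to the transcripts of the AtRTD annotation, estimated abundances per transcript with Salmon 0.8.2 and summed them per gene with tximport. They left out rRNA, mitochondrial and chloroplast genes, and used edgeR for their own tests of enrichment over poly(A) RNA, which were not repeated here. Whether the quantification used strand is not given in the sources used here, so values of overlapping and antisense genes are uncertain. The deposited unit was TPM per gene and library. A further 6 columns of the table matched no sample of the series and were not used in any step. TPM holds neither read counts nor depth, and the read totals of the libraries were not used here, so no counting interval or detection limit was computed, and the precision of each value was taken from the spread of the 3 libraries. Of the 33331 gene IDs, none of which occurred more than once, 32811 matched the TAIR10.1 annotation and 520 did not. Among the tested genes, 783 of 789 matched. Gene names, gene classes and coordinates were taken from TAIR10.1, whose IDs are those of the table. No library pair held identical values.

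The sums of the listed TPM were 9.6% to 16.6% of 1000000. The authors computed TPM before the rRNA and organelle genes were left out, to judge by these sums, so the deposited values are relative to more RNA than is listed. The limit of TPM 5 had been fixed without this knowledge. It was kept on the deposited scale, and the listed TPM rescaled to sum to 1000000, called the full-sum scale, was added as an alternative after seeing the data.

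Each library was divided by a scaling factor, the unweighted trimmed mean of log ratios to a reference library over the tested genes. At each end 30% of the ratios and 5% of the abundances were trimmed. The reference was the library whose upper quartile was closest to the mean upper quartile. The factors, set to a geometric mean of 1, were 1.17, 0.927 and 1.26 for LL24 replicates 1 to 3 and 1.04, 1.15 and 0.615 for LL36 replicates 1 to 3. Genes with a mean deposited TPM of 5 or more over the 6 libraries were tested, 789 in all. Log2(scaled TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on mean expression) with the time point as the only term, and LL36 was compared with LL24 by a two-sided moderated test with Benjamini-Hochberg adjustment at 0.05. Every adjusted p-value of a gene comes from limma. Sets of genes were tested with the fry rotation test of limma on the same values, two-sided, with Benjamini-Hochberg adjustment over the lists tested in the same fit, and their median log2 difference was ranked among 10000 random lists of equal size matched on mean expression in 20 bins. Shares of TPM and numbers of genes per library were compared with exact permutation tests, two-sided, for which 3 libraries against 3 give no p-value below 0.1. In all, 4 such comparisons, 1 comparison of genes, and set tests of 4 lists were made.

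Genes named in the text followed a rule. They were AtGRP7 and AtGRP8, 2 earlier targets, the 17 RIP-qPCR transcripts, 3 transcripts named as not bound, 11 clock genes, 12 transcripts with splicing linked to AtGRP7 as a group, the 5 called genes with the largest increase and the 5 with the largest decrease without overlap between time points, and the 5 genes of highest mean TPM at each time point. The iCLIP list was the set of gene IDs of the study's complete LL36 list of 858 transcripts. None of them had to be removed as a control target. The clock genes and their directions came from general knowledge of the plant clock. The groups, tests, gene lists, naming rule and alternatives were fixed before the data were examined, except where an alternative is said to have been added. The set test of the clock genes had been planned for members at a mean TPM of 1 or more. On the deposited scale neither list had such a member, so the clock genes were given by value and the set test was run without a limit and on the full-sum scale.

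The alternatives were the TPM as deposited, median-of-ratios scaling, rescaling to 1000000 without the 10 genes of highest mean TPM, pseudocounts of 0.1 and 5, a mean TPM of 1 or no limit, keeping all gene classes, no trend in the variance, the replicate number as a block, leaving out each library in turn, limits of 1 and 10 for the counts of transcripts, and a stricter threshold of adjusted p under 0.001 with an absolute log2 difference of 0.5 or more. For the counts of transcripts, a limit reached in all 3 libraries of a time point was a further alternative. The fit and the set test were tested on simulated data for the comparison of LL36 with LL24. Of 789 simulated genes 200 were changed, each by 2-fold or more. The fit called 203 genes and recovered 97.0% of the changed genes, 4.43% of its calls were unchanged genes, and 0 calls had the wrong direction. The simulation did not cover changes under 2-fold, whereas of the 347 genes called in the real data 85 changed by 2-fold or more. The recovery of smaller changes was therefore not measured. For 50 raised genes the unadjusted fry p-value of limma was 6.8e-08, and for 50 unchanged genes it was 0.986.

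Shared sequence was measured as the share of the 100-nt stretches of a gene's annotated transcripts that also occur in transcripts of another gene. Overlaps and shared sequence were taken from TAIR10.1 transcripts. The authors quantified with AtRTD transcripts, so the sharing in their quantification may differ. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.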

Results

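RNA immunoprecipitation followed by sequencing (RIP-seq) measures the RNAs that come down with a tagged protein. The protein here was AtGRP7, an RNA-binding protein of Arabidopsis thaliana whose level is under control of the circadian clock. It was fused to green fluorescent protein (GFP), expressed from its own promoter in the grp7-1 mutant, and precipitated from formaldehyde-fixed aerial tissue. Plants were grown for 16 days in cycles of 12 h light then 12 h dark, released into continuous light (LL) and fixed after 24 h (LL24, the subjective morning) or 36 h (LL36, the subjective evening). Each time point had 3 libraries, 6 in all. Comparing LL36 with LL24 asked whether the RNAs that co-precipitate with AtGRP7-GFP differ with the time of day. No input or wild-type RNA was used here, so a difference in RIP-seq signal can reflect the amount of a transcript, its binding by the protein, or both.

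The values were TPM per gene, that is transcripts per 1000000 transcripts, a unit corrected for transcript length that keeps no read depth, so the number of reads behind each value cannot be had from it. Read totals of the libraries given by the study were not used here. The table listed 33331 genes, of which 22084 were above 0 in at least 1 library. It held no mitochondrial, chloroplast or annotated ribosomal RNA (rRNA) genes, and the listed TPM summed to far less than 1000000, the sum of TPM over all RNA quantified. In the LL24 libraries the sums were 134828 for replicate 1, 136445 for replicate 2 and 165739 for replicate 3. In the LL36 libraries they were 124442 for replicate 1, 147114 for replicate 2 and 95948 for replicate 3. Listed genes thus took 14.6% ± 1.74 of that sum at LL24 and 12.2% ± 2.56 at LL36 (SD, n = 3 each; exact permutation test, two-sided, p = 0.4, Benjamini-Hochberg adjusted p = 0.667 over 4 comparisons of library composition). With 3 libraries against 3, this test cannot give a p-value below 0.1.

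A single gene model, AT2G01021, was the most abundant in each of the 6 libraries. It took 66.4% ± 1.36 of the listed TPM at LL24 and 66.7% ± 3.16 at LL36 (SD, n = 3 each; exact permutation test, two-sided, p = 1, adjusted p = 1). Leaving out LL36 replicate 3 moved this difference most, from 0.324 to 1.92 percentage points. It turned negative without LL36 replicate 2, at -1.24, and without LL24 replicate 1, at -0.458. The 10 most abundant genes of each library together took 81.0% ± 2.59 at LL24 and 82.9% ± 2.13 at LL36 (SD, n = 3 each; exact permutation test, two-sided, p = 0.5, adjusted p = 0.667). The number of genes at TPM 5 or more per library was 848 ± 126.3 at LL24 and 712 ± 174.7 at LL36 (SD, n = 3 each; exact permutation test, two-sided, p = 0.4, adjusted p = 0.667). LL36 replicate 3 had the lowest number, with 513 genes, and LL24 replicate 3 the highest, with 934. In none of these 4 measures was a difference between the time points detectable.

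**Figure D1:**
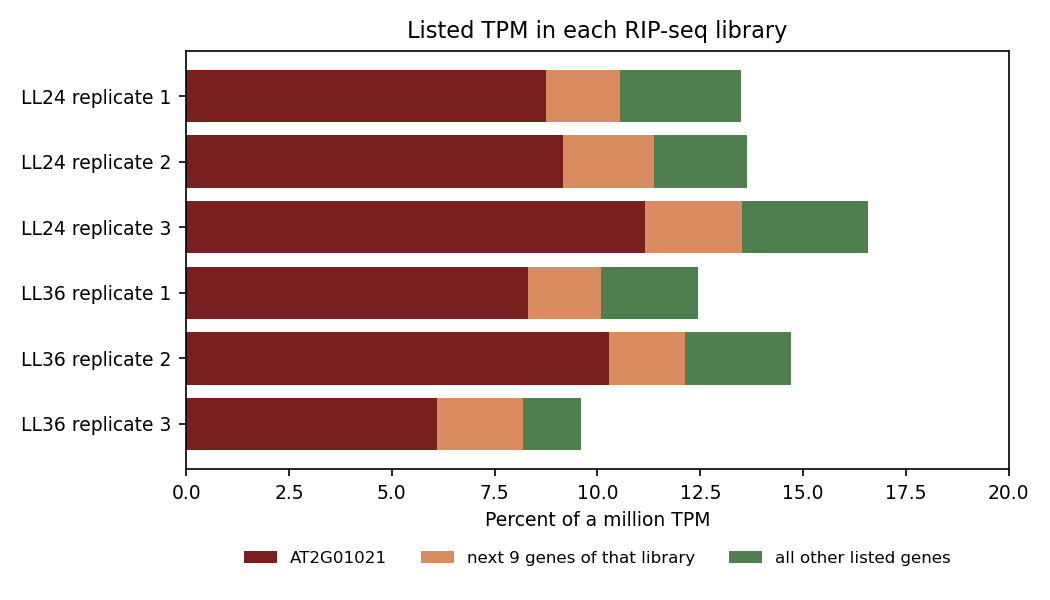
Listed TPM of each of the 6 RIP-seq libraries as a percent of 1000000 TPM (horizontal axis), stacked by the gene of highest TPM, AT2G01021, the next 9 genes of that library and all other listed genes. The bars run from 9.6% in LL36 replicate 3 to 16.6% in LL24 replicate 3, and AT2G01021 takes 63.5% to 69.9% of each bar.

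A transcript was counted as present at a time point when its mean deposited TPM over the 3 libraries was 5 or more. This held for 850 transcripts at LL24, for 722 at LL36 and for 675 at both. Transcripts present at LL24 alone numbered 175 and those at LL36 alone 47, so that 93.5% of the LL36 set was also in the LL24 set and 79.4% of the LL24 set also in the LL36 set. The size of this asymmetry depended on single libraries. Over the 6 leave-outs it ran from 128 transcripts at LL24 alone and 83 at LL36 alone without LL36 replicate 3 (shares of 89.7% and 84.9%) to 243 and 29 without LL36 replicate 2 (shares of 95.4% and 71.4%). With the limit reached in all 3 libraries of a time point, 692 transcripts passed at LL24, 504 at LL36 and 474 at both. The limit depends on the scale of the values. After the listed TPM of each library was rescaled to sum to 1000000, a full-sum scale chosen after seeing the data, 3894 transcripts passed at LL24, 3585 at LL36 and 3263 at both. Of the alternatives tried, rescaling without the 10 genes of highest mean TPM moved the counts most, to 10292 at LL24 and 10035 at LL36.

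Libraries of the same time point resembled each other more than libraries of different time points. Across the 789 genes with a mean TPM of 5 or more, Spearman correlations of log2(scaled TPM + 1) were 0.948 to 0.972 for the 6 pairs of the same time point and 0.721 to 0.772 for the 9 pairs of different time points. Pearson correlations were 0.975 to 0.985 and 0.849 to 0.877. These are correlations across genes, which are not independent replicates. Lowering the limit to a mean TPM of 1 moved the medians most, and the median Spearman correlation between time points changed from 0.746 to 0.778.

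The 789 genes were then tested for a difference between LL36 and LL24 with limma on log2(scaled TPM + 1), a scale that understates the change of genes with low values. At a Benjamini-Hochberg adjusted p under 0.05, 347 genes (44.0%) differed, 157 of them higher and 190 lower at LL36. The median standard error (SE) of a log2 difference was 0.10. At an unadjusted p under 0.05 the count was 411. A change of at least 2-fold was seen in 85 of the called genes, 32 higher and 53 lower. For 452 of the 789 genes (57.3%) the 3 libraries of one time point all lay above the 3 of the other, where chance gives 10%, and 346 of the 347 called genes were among them. Testing every gene above 0 without a limit moved the count most, to 2051 of 22084 genes, with 894 higher and 1157 lower. On the full-sum scale, 1366 of 3774 genes differed, 626 higher and 740 lower.

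The balance of higher and lower calls depended on the scaling. With trimmed-mean scaling 45.2% of the calls were higher at LL36 and the median log2 difference of all tested genes was 0.019. With the TPM as deposited, the median was -0.26 and 126 genes were called, 25 higher and 101 lower, so that 19.8% were higher. With rescaling that left out the 10 genes of highest mean TPM, the median was 0.12 and 384 genes were called, 230 higher and 154 lower, so that 59.9% were higher. With the TPM as deposited, 15 of the 347 genes changed sign, and no gene was called in the opposite direction.

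**Figure D2:**
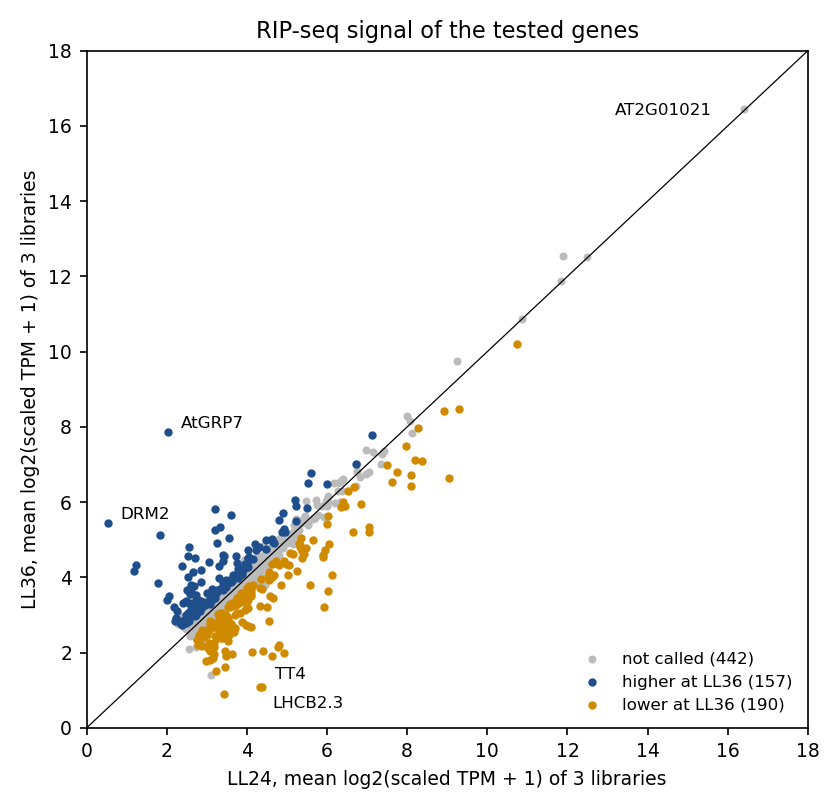
Mean log2(scaled TPM + 1) of the 3 LL36 libraries (vertical axis) against that of the 3 LL24 libraries (horizontal axis) for the 789 tested genes, 1 point per gene, with the line of equality. The 157 genes called higher at LL36 lie above the line, the 190 called lower lie below it, and the other genes are grey.

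With a pseudocount of 1, AtGRP7 itself had the largest log2 increase of the tested genes. Its gene, AT2G21660, lies on the minus strand of chromosome 2 at 9265084 to 9266557 in TAIR10.1 and is protein-coding with 2 exons. Its signal was 3.09 ± 0.394 scaled TPM at LL24 and 231 ± 24.3 at LL36 (SD, n = 3 each), a log2 difference of 5.82 (SE 0.11, adjusted p = 6.0e-08). Reads of this gene include those of the AtGRP7-GFP transgene. The close relative AtGRP8 (AT4G39260, minus strand of chromosome 4, 18273829 to 18275216, 2 exons) rose from 2.44 ± 0.400 to 13.6 ± 1.06 scaled TPM (SD, n = 3 each), a log2 difference of 2.09 (SE 0.11, adjusted p = 5.5e-06). The other 2 transcripts that the study names as earlier in vivo targets lay under the limit of TPM 5. AT5G59950 (plus strand of chromosome 5, 24139939 to 24141937, overlapping AT5G59945) had 0.793 ± 0.125 and 1.012 ± 0.0516 scaled TPM at LL24 and LL36, and AT2G36000 (plus strand of chromosome 2, 15117015 to 15119043) had 1.88 ± 0.168 and 2.00 ± 0.218 (SD, n = 3 each). Without the limit, 2 of the 4 transcripts were called over all genes tested, and 3 when adjusted over the list alone.

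After AtGRP7, the largest log2 increases at this pseudocount among called genes with no overlap between the time points were those of DRM2, AT4G30650, CCL and COR15B. DRM2 (AT2G33830, minus strand of chromosome 2, 14308754 to 14310608) rose from 0.447 ± 0.106 to 42.5 ± 4.56 scaled TPM (SD, n = 3 each), a log2 difference of 4.91 (SE 0.11, adjusted p = 8.4e-08). The order of AtGRP7 and DRM2 depended on the scale, as the ratio of the means was 94.96 for DRM2 and 74.7 for AtGRP7, and DRM2 had the larger log2 difference with a pseudocount of 0.1, after rescaling without the 10 genes of highest mean TPM and on the full-sum scale. AT4G30650 (plus strand of chromosome 4, 14954204 to 14955114) differed by 3.31 and CCL (AT3G26740, plus strand of chromosome 3, 9827682 to 9828917) by 3.09. COR15B (AT2G42530, minus strand of chromosome 2, 17708593 to 17710433) differed by 3.001. COR15B overlaps AT2G42520, which has 24.8% of the 100-nt stretches of its transcripts, and whether the counting used strand is not given in the sources used here, so that its value is uncertain.

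The 5 largest log2 decreases at a pseudocount of 1 were those of TT4, LHCB2.3, LHCB2.1, AT2G16367 and LHCB2.2. TT4 (AT5G13930, plus strand of chromosome 5, 4488476 to 4490264, overlapping AT5G13940) fell from 19.9 ± 1.84 to 1.13 ± 0.0455 scaled TPM (SD, n = 3 each), a log2 difference of -3.29 (SE 0.09, adjusted p = 2.5e-07). The 3 light-harvesting genes LHCB2.3 (AT3G27690, plus strand of chromosome 3, 10255906 to 10257489), LHCB2.1 (AT2G05100, minus strand of chromosome 2, 1822990 to 1824480) and LHCB2.2 (AT2G05070, minus strand of chromosome 2, 1799234 to 1800472) differed by -3.24, -2.95 and -2.72. LHCB2.3 has 36.3% of its 100-nt stretches in common with the overlapping AT3G27700. LHCB2.1 and LHCB2.2 have 9.18% and 12.4% of theirs in common with each other, so both values may depend in part on how the counting divided the shared reads. AT2G16367, annotated as a transcribed pseudogene (minus strand of chromosome 2, 7079650 to 7080075), fell from 60.3 ± 5.28 to 8.24 ± 0.958 scaled TPM (SD, n = 3 each), a log2 difference of -2.73. Each of these 10 genes was called in the same direction under each of the 17 alternatives.

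The same 5 genes had the highest mean TPM at both time points, and limma called none of them. They were AT2G01021 (plus strand of chromosome 2, 6571 to 6672), the U1.5 small nuclear RNA AT1G08115 (minus strand of chromosome 1, 2538074 to 2538238), the non-coding RNA AT1G15405 (minus strand of chromosome 1, 5297875 to 5298166), AT7SL-1 (AT4G02970, plus strand of chromosome 4, 1317499 to 1319179) and the light-harvesting gene CAB1 (AT1G29930, plus strand of chromosome 1, 10477885 to 10479114). AT2G01021 had 87260 ± 11980 scaled TPM at LL24 and 89640 ± 9498 at LL36 (SD, n = 3 each). Its sequence recurs exactly at 1 other place in the genome assembly used here, so its reads cannot be assigned to 1 locus. AT1G15405 lies within AT1G05163 over its whole length, and its libraries spread widely at LL36, with 7247 ± 5660 scaled TPM against 3824 ± 725 at LL24 (SD, n = 3 each). Its log2 difference of 0.66 (SE 0.49) rested mostly on LL36 replicate 3, without which it was 0.056, and it was 1.12 without LL36 replicate 2. AT7SL-1 shares 7.28% of its 100-nt stretches with AT4G03350, and CAB1 shares 4.07% of its stretches with its neighbours CAB2 and AT1G29940. The log2 differences of AT2G01021, U1.5, AT7SL-1 and CAB1 were 0.04, 0.04, 0.03 and 0.0024, and with the TPM as deposited all 4 turned negative, at -0.26, -0.26, -0.27 and -0.30. Leaving out 1 library also turned each of them negative, to as low as -0.077 and -0.11 for AT2G01021 and CAB1 without LL24 replicate 1, and -0.30 and -0.17 for U1.5 and AT7SL-1 without LL36 replicate 3.

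A list of 17 transcripts came from the tests by quantitative PCR after immunoprecipitation (RIP-qPCR) made in the study. This list was chosen partly on the LL36 libraries analysed here, so it is not independent evidence. Of the 17 transcripts, 8 had a mean TPM of 5 or more over the 6 libraries and 7 of these were called, each higher at LL36. Adjusted over the list alone, the count was also 7. The set as a whole was shifted up, with a median log2 difference of 2.18 over the 8 members (fry rotation test in limma, two-sided, adjusted p = 1.7e-06 over the 2 lists tested), above 100% of 10000 random lists of the same size and similar mean expression. The median depended most on the limit, and fell to 0.85 at a mean TPM of 1 or more. Besides the genes above, COR15A (AT2G42540) rose by 1.36 on the log2 scale (SE 0.09, adjusted p = 2.3e-05) and COR413-PM1 (AT2G15970) by 0.88 (SE 0.09, adjusted p = 0.00014). With the TPM as deposited, COR413-PM1 was no longer called (0.63, adjusted p = 0.249, with adjusted p = 8.5e-05 to 0.249 over the 17 alternatives). FAD2 (AT3G12120) was close to the threshold, with a log2 difference of 0.26 (SE 0.09, adjusted p = 0.048). It lost its call when any 1 of the 6 libraries was left out (adjusted p = 0.0533 to 0.149), and its difference turned to -0.028 with the TPM as deposited. PSBP-1 (AT1G06680), which overlaps AT1G06670 and AT1G06690, differed by 0.07 and was not called (adjusted p = 0.57). Without LL24 replicate 3 its difference was -0.012, and with the TPM as deposited it was -0.23.

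All 17 transcripts of the list had a higher mean log2 value at LL36, by 0.07 to 5.82 with a median of 0.83, and in 14 the libraries of the time points did not overlap, where chance gives 10%. Exceptions to the direction were FAD2 and PSBP-1 under the settings just given. Tested without a limit, 11 of the 17 were called over all genes and 15 adjusted over the list alone, each of them higher at LL36. On the full-sum scale, the counts were 13 and 15.

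**Figure D3:**
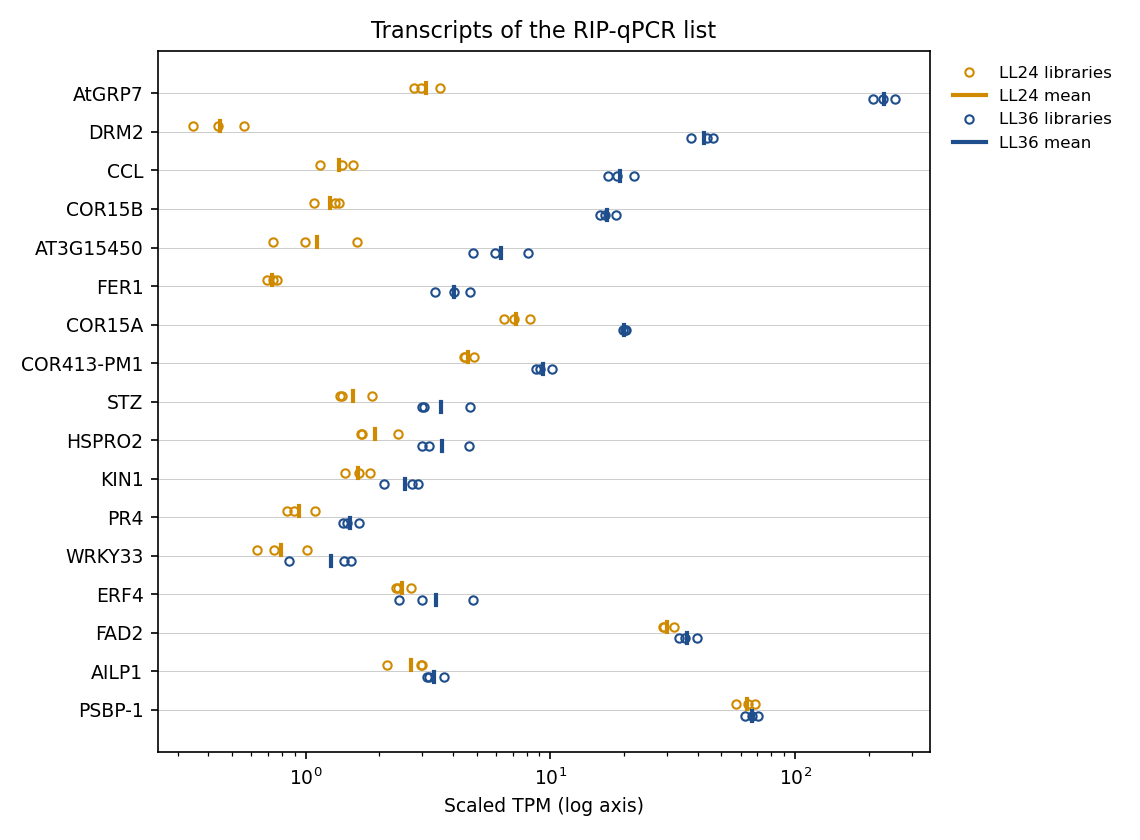
Scaled TPM (horizontal axis, log scale) of the 17 transcripts of the RIP-qPCR list, 1 circle per library and a bar for the mean of the 3 libraries of each time point, ordered by log2 difference. The means run from 3.09 at LL24 and 231 at LL36 for AtGRP7 to 63.4 and 66.5 for PSBP-1, and means are higher at LL36 throughout on this scaling, whereas the differences of FAD2 and PSBP-1 turn negative with the TPM as deposited.

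Among the transcripts that the study names as not bound by AtGRP7 are PR1 (AT2G14610) and AFC2 (AT4G24740), from earlier work, and TGH (AT5G23080). PP2A, another negative control of the study, was not in the list fixed for this comparison, and no value is given for it. TGH was chosen partly on the RIP-seq of the study, so it is not independent evidence. These 3 transcripts had mean TPM of 0.108 to 0.221 over the 6 libraries. The log2 differences of TGH, PR1 and AFC2 were -0.05, 0.13 and -0.06, and none was called by limma without a limit (adjusted p = 0.247 to 0.758). At an unadjusted threshold in that fit 5220 of 22084 genes passed. None of 12 transcripts whose splicing was linked to AtGRP7 in the study or in earlier work had a mean TPM of 5 or more over the 6 libraries, although FNR2 reached 5.35 at LL36 and LHCA5 (AT1G45474) 5.185 at LL24. Their log2 differences ran from -0.60 for AT1G76020 to 0.90 for THIC (AT2G29630), 6 up and 6 down. Tested without a limit, 4 of the 12 were called over all genes, namely THIC, FNR2 (AT1G20020) and AT3G17100 as higher and AT1G76020 as lower, and 6 were called adjusted over the list alone.

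A list of 858 transcripts bound by AtGRP7-GFP at LL36 came from individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP), that is from other libraries. It served to ask whether transcripts crosslinked in the evening had more RIP-seq signal in the evening. The study also reported iCLIP targets bound at both time points, so the list is not limited to transcripts bound in the evening alone. A list without a shift therefore does not speak against binding at LL36. All 858 were in the table. At LL24, 50.6% of the list was at TPM 5 or more, against 1.28% of the other 32473 genes. At LL36 these shares were 46.9% and 0.985%. On the full-sum scale they were 80.7% and 9.86% at LL24, and 82.5% and 8.86% at LL36. These shares were not matched on expression, and the other genes include genes without signal in any library. The study states that iCLIP favours highly expressed transcripts, so this contrast cannot be read as enrichment by binding. Of the list, 426 transcripts were tested. Their median log2 difference was 0.017 and their mean -0.0058, opposite in sign, and the fry test pointed up with adjusted p = 0.698 (two-sided, over the 2 lists). The median lay at percentile 40.9 of 10000 random lists matched on mean expression, whose medians had a median of 0.021. Among the members, 201 (47.2%) were called, 89 higher and 112 lower, against 40.2% of the other tested genes, a difference that was not tested.

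The result for the iCLIP list depended on the processing. With the TPM as deposited the median was -0.26 (adjusted p = 0.373), a change of the size that all genes showed. Rescaling without the 10 genes of highest mean TPM moved the median to 0.12 (adjusted p = 0.00094), where the median of all genes was also 0.12. Testing without a limit gave 0.08 over 837 members (adjusted p = 0.0298, percentile 98.7), and the full-sum scale gave 0.09 over 706 members (adjusted p = 0.0028, percentile 92.9). The balance of calls among the members turned as well, to 122 higher and 77 lower without a limit and 178 higher and 144 lower on the full-sum scale. Leaving out LL24 replicate 3 gave a median of 0.0065 with adjusted p = 0.015. Over the 17 alternatives, adjusted p ran from 0.00094 to 0.996.

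Clock genes served as a check of the time labels. The 5 genes of the dawn list, whose RNA peaks near subjective dawn, were CCA1, LHY, PRR9, RVE8 and RVE1. The 6 genes of the dusk list, whose RNA peaks near subjective dusk, were TOC1, GI, ELF4, LUX, PRR5 and COR27. All 11 had a mean deposited TPM under 1, so that in the main test they were described by value alone. Each of the 5 dawn genes was lower at LL36, by -0.04 to -1.24 on the log2 scale (median -0.83), and each of the 6 dusk genes was higher, by 0.06 to 1.47 (median 0.55). For all 11, the 3 libraries of one time point lay above the 3 of the other, where chance gives 10%. CCA1 (AT2G46830) had 1.198 ± 0.209 scaled TPM at LL24 and 0.0338 ± 0.0237 at LL36, and COR27 (AT5G42900) had 0.0305 ± 0.0228 and 1.86 ± 0.229 (SD, n = 3 each). PRR9 (AT2G46790), which shares 23.3% of its 100-nt stretches with AT2G46670, was listed at 0 in each LL36 library and at 0.043, 0.0055 and 0.029 scaled TPM in LL24 replicates 1, 2 and 3. PRR5 (AT5G24470) was listed at 0 in LL24 replicate 2 and at 0.0086 and 0.022 scaled TPM in LL24 replicates 1 and 3. LUX (AT3G46640) shares 12.6% of its 100-nt stretches with the overlapping AT3G46650. Rescaling without the 10 genes of highest mean TPM moved the medians most, to -3.97 for the dawn list and 2.60 for the dusk list. Without a limit, limma called 4 of the 5 dawn genes over all genes and 5 adjusted over the list alone, and 6 of the 6 dusk genes either way. As sets, the dawn list was lower (fry, two-sided, adjusted p = 0.00011 over 4 lists) and the dusk list higher (adjusted p = 1.4e-08) at LL36. With the 4 members of each list that passed a limit of 1 on the full-sum scale, the adjusted p was 1.4e-05 and 2.7e-06.

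**Figure D4:**
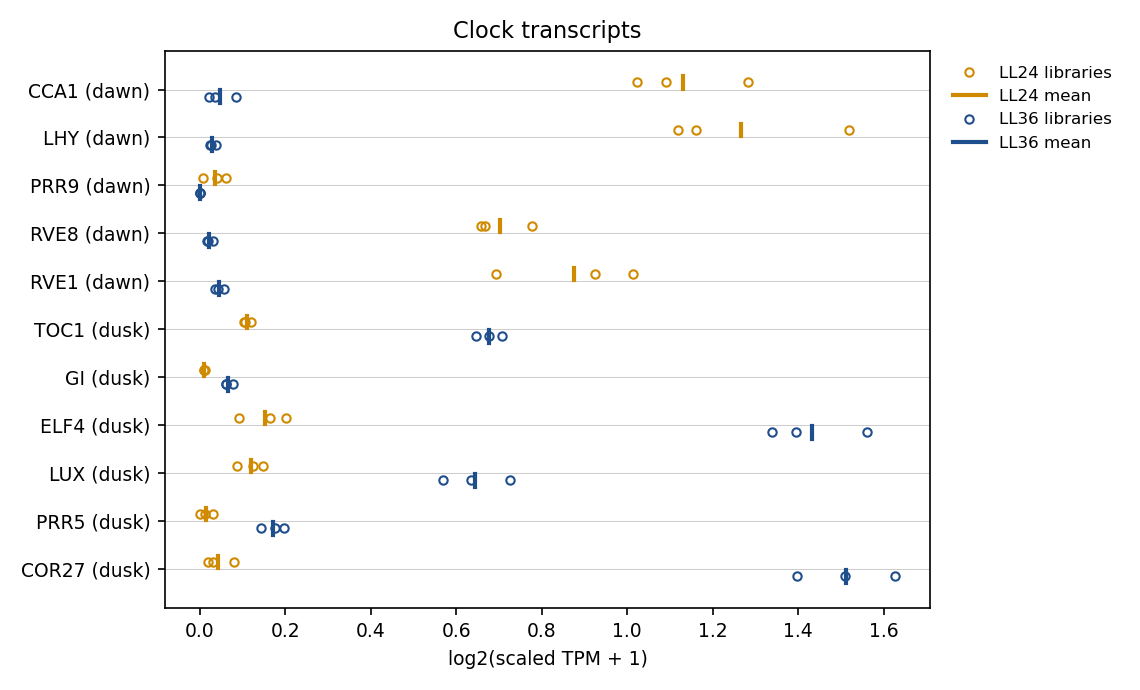
log2(scaled TPM + 1) of the 5 dawn and 6 dusk clock genes, 1 circle per library and a bar for the mean of the 3 libraries of each time point. The LL24 libraries lie above the LL36 libraries for the dawn genes and below them for the dusk genes, with median log2 differences of -0.83 and 0.55.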

Values the study reported

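The study reported that 3602 transcripts remained at LL36 after those below its TPM limit in the RIP-seq libraries were removed. It reported 2453 RIP-seq targets at LL36 and 2256 at LL24, defined by enrichment over poly(A) RNA. By iCLIP it reported 858 target transcripts at LL36 and 469 at LL24. The overlap of RIP-seq and iCLIP targets was given as 452 transcripts at LL36 and 196 at LL24.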

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

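Rescaling the listed TPM to sum to 1000000, the full-sum scale, was the only alternative here chosen after seeing the data. The count of 347 genes stayed within 1.5 times under 13 alternatives, with 260 to 307 genes when 1 library was left out. It did not under 5. More genes were tested and called at a mean TPM of 1 (1083 genes, 486 higher and 597 lower), without a limit (2051, 894 and 1157) and on the full-sum scale (1366, 626 and 740). Of the 347 genes, these settings called 323, 158 and 314 in the same direction. With the TPM as deposited 126 genes were called (25 and 101), 124 of them among the 347, and the median SE rose from 0.10 to 0.34. Under the stricter threshold 107 were called (35 and 72). Keeping all gene classes changes nothing by construction, as the table lists no genes of the classes left out.

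Replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their group means correlated at 0.148, -0.0813 and -0.214. With the replicate number as a block, 298 genes were called, 127 higher and 171 lower, 291 of them among the 347. Of the 20 named genes tested, the block changed the call of FAD2 alone (adjusted p = 0.0503).

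The shift of the RIP-qPCR list kept its direction and its side of the threshold under all 17 alternatives, with medians from 0.85 to 2.71. That of the iCLIP list, not past the threshold, reversed with the TPM as deposited (-0.26) and passed it upward under rescaling without the 10 most abundant genes (0.12), a mean TPM of 1 (0.055), no limit (0.085) and the full-sum scale (0.0885). Leave-outs gave medians of 0.0065 to 0.023, and leaving out LL24 replicate 3, the lowest, passed the threshold (adjusted p = 0.015). The cause was not tested.

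The clock lists kept their directions throughout. The dawn and dusk medians were -3.97 and 2.60 without the 10 most abundant genes, -2.82 and 1.90 with a pseudocount of 0.1, -0.22 and 0.13 with a pseudocount of 5, and -2.52 and 1.76 on the full-sum scale, which follows from how far the pseudocount compresses values under 1. The dusk median was 0.50 with the TPM as deposited. Leave-outs gave -0.90 to -0.75 and 0.51 to 0.61.

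Counts of transcripts at LL24, at LL36 and at both scaled with the limit, at 3065, 2533 and 2360 for a limit of 1 and 472, 389 and 359 for a limit of 10. They were 10292, 10035 and 9262 after rescaling without the 10 most abundant genes, and 3894, 3585 and 3263 on the full-sum scale. With the limit reached in all 3 libraries of a time point they were 692, 504 and 474. At a mean TPM of 1 the median Spearman correlation was 0.944 within and 0.778 between time points, and the Pearson correlation between them 0.899, against 0.846 with a pseudocount of 0.1. The difference in the share of the most abundant gene ran from -1.24 (without LL36 replicate 2) to 1.92 percentage points over the leave-outs, and was -0.458 without LL24 replicate 1.

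Of the 20 named genes tested, 6 turned negative with the TPM as deposited, none of them called there, at -0.23 (PSBP-1), -0.028 (FAD2), -0.26 (AT2G01021), -0.26 (U1.5), -0.27 (AT7SL-1) and -0.30 (CAB1). The median of all genes moved by a like amount, from 0.019 to -0.26. Over the leave-outs, the ranges were -0.012 to 0.13 for PSBP-1, -0.077 to 0.14 for AT2G01021, -0.30 to 0.31 for U1.5, -0.17 to 0.18 for AT7SL-1 and -0.11 to 0.060 for CAB1, none past the threshold. The values hold no read counts, so it cannot be said from them which uncalled genes had too few reads to show a difference.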

Other observations

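The tests of small structural RNAs in LL36 replicate 3 and of the light-harvesting genes under each scaling were chosen only after the result was seen. The length test of that library is read by the limit set beforehand. CAB2, CAB3 and the other light-harvesting genes named here fall outside the rule for named genes and were chosen after their values were seen.

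At LL36, 722 transcripts reached a mean deposited TPM of 5. That is lower than the value quoted from the study above. A candidate explanation is that the limit applied to TPM taken over the listed genes alone. On that scale 3585 transcripts passed, near the quoted value, but how the limit was applied was not tested.

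The difference between LL36 and LL24 was weighed against 4 technical explanations. A mislabelled library is argued against by the clock genes, as 11 of 11 had all 3 libraries of each time point on the side fixed beforehand. A few RNAs taking most of the TPM is argued against as the whole cause, since after rescaling without the 10 genes of highest mean TPM 384 genes were called, in both directions (230 higher and 154 lower). Removing a trend on transcript length from each library left 343 of the 783 genes with a known length called, against 346 before, and 297 were called both times. The balance moved, to 174 higher and 169 lower, against 157 and 190 among the 789 genes without this step. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real split, gave as many as 347 genes. The other 9 gave 0 at the adjusted threshold in limma and 3 to 40 at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so this count by itself cannot exclude chance at 0.05. What stays open is whether a change reflects transcript abundance, binding by AtGRP7-GFP or the amount of AtGRP7-GFP, which differs with the time of day. None of these was tested here. The study reports an evening peak of the AtGRP7 transcript that persists in continuous light, and describes DRM2 and CCL as clock-regulated. For these transcripts a rhythm of abundance may contribute, but it was not separated from binding.

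AT2G01021 took 63.5% to 69.9% of the listed TPM in the 6 libraries although it is annotated as a protein-coding gene (TAIR10.1, plus strand of chromosome 2, 6571 to 6672). Its signal may come from rRNA. In the TAIR10.1 genome assembly the sequence of the gene occurs exactly 2 times. Both copies start 789 bp from the start of a gene for 5.8S rRNA, AT2G01020 on chromosome 2 and AT3G41979 on chromosome 3. The second copy lies at 14200542 to 14200643 on chromosome 3 within the RNA gene AT3G06365. The prediction, written before the search, was that the copies would lie next to the rRNA genes at equal distance and nowhere else on the nuclear chromosomes. Under this hypothesis, leaving out annotated rRNA genes did not remove all rRNA from the table. No biological explanation was tested.

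CAB2 (AT1G29920, TAIR10.1, minus strand of chromosome 1, 10474656 to 10475969) fell from 526 ± 59.0 to 100.3 ± 18.4 scaled TPM (SD, n = 3 each; log2 difference -2.39, adjusted p = 1.9e-05), while its near-identical neighbours moved less, CAB1 by 0.0024 and CAB3 (AT1G29910) by -0.31 (adjusted p = 0.046). Reads shared between the copies could move between them in the quantification. Of the 100-nt stretches of CAB2, 4.44% occur in CAB1 or CAB3, so most reads of that length could be told from both. With up to 2 mismatches the share was 29.1%, and for 50-nt stretches with up to 2 mismatches 49.01%. The test argues against shared reads as the whole cause, and a smaller contribution stays open. Whether CAB2 RNA itself differs between LL24 and LL36 was not tested apart from RIP-seq.

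LL36 replicate 3 had the lowest sum of listed TPM (95948) and a scaling factor of 0.615. Against the mean of the other 2 LL36 libraries, its 751 protein-coding genes among the tested genes had a median log2 difference of -0.83 in deposited TPM, while the listed total differed by -0.50. A larger share of RNA left out of the table would lower every listed class alike. The 12 small nuclear and nucleolar RNAs instead had a median of 0.17, and 10 of the 12 were higher, which argues against that explanation alone. A bias with transcript length is argued against as the whole cause of the fall of the protein-coding genes. Across the protein-coding genes, which are not independent replicates, longer transcripts fell more, with a rank correlation of -0.263 between length and this difference and medians from -0.77 in the shortest to -0.90 in the longest of 4 groups by length. The limit set beforehand, which this correlation did not reach, counts it against length bias. The shortest group still fell by -0.77, against -0.83 for all protein-coding genes. A smaller contribution of length stays open, because the trend runs in the direction that length bias needs. A different proportion of messenger to structural RNA in this precipitate also stays open as a hypothesis that was not tested. The design names no biological difference within a time point.

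The 17 tested genes with a light-harvesting name or synonym (LHCA, LHCB or CAB) were mostly lower at LL36. With trimmed-mean scaling 14 were lower and 3 higher, with 11 called lower and LHCA3 (AT1G61520) called higher, and a median log2 difference of -0.67 against 0.019 for all tested genes. The scaling of the libraries does not account for this direction alone, since the smallest number of lower genes under the 4 scalings compared was 12 of 17, reached without the 10 genes of highest mean TPM (median -0.59, all genes 0.12). With the TPM as deposited all 17 were lower (median -0.96, all genes -0.26), so LHCA3 changes sign between scalings. Called decreases ranged from -0.31 for CAB3 to -3.24 for LHCB2.3. Genes were counted by log2 difference, and CAB1, counted as higher with trimmed-mean scaling, differed by 0.0024 (SE 0.14). Its mean scaled TPM was 1875 at LL24 and 1869 at LL36. A time-of-day difference in these transcripts or in their binding may underlie the pattern, a hypothesis found and tested on the same data.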
